A study of Mus musculus with 10 samples.

How the data were processed

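RNA was extracted from cells of an NMuMG subclone and made into stranded libraries that were sequenced on an Illumina instrument, per the labels' protocols. Cells were transfected with siRNA at 20 nM, and TGFbeta at 2 ng/ml was present for 2 d in the treated groups. The deposited table holds whole-number read counts per gene for all 10 libraries, per the labels and the values. The reads were aligned to the mouse genome (mm10, GRCm38) with STAR, per the submitters' processing notes; its version, the tool that counted reads per gene and whether it used strand are not given in the sources used here. Genes that overlap on opposite strands and members of families of close copies (such as H2, Ifit, Gbp, Oas, Cyp2c, Ugt2b, Serpina1 and Gsta genes) may therefore share or lose reads, and their values are uncertain.

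The table had 24454 genes named by Entrez identifiers. Symbols and coordinates came from the RefSeq annotation of GRCm38.p6 for 24374 of them and from GENCODE M21 for 7, and 73 had no match. The unmatched identifiers held 0.211 to 1.50% of the counts of a library. All 10 sample columns were used. Groups came from the siRNA and treatment time in the labels, with 2, 3, 2 and 3 libraries in siCtr 0 d, siIrf1 0 d, siCtr TGFbeta and siIrf1 TGFbeta. Totals were 27547649 to 67301646 counts per library, 14475 to 15771 genes had at least 1 count, and the gene with most counts held 0.587 to 2.74% of a library. Replicates of a group differed by far more than counting noise (chi-square per degree of freedom 25.5 to 324), so that no library was counted as a copy of another.

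Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, robust quasi-likelihood F test) in 1 fit of all 10 libraries with a term per group, which kept 13135 genes. The fit had 6 residual degrees of freedom, a median prior of 4.15 and a common biological coefficient of variation of 0.225. Tested were TGFbeta in siCtr and in siIrf1 cells, siIrf1 against siCtr without and with TGFbeta, the interaction, and the Irf1 siRNA and TGFbeta effects averaged over the other factor. P-values were adjusted by Benjamini-Hochberg over genes within a comparison, with a threshold of 0.05. SE values are the log2 fold change divided by the square root of F. Folds of genes with 0 counts in a group use a floor of 3 counts over the group, and those with up to 3 counts a 95% counting interval. Such floors and intervals cover counting error only.

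The 28 gene lists, the comparisons, the tests and the rule for genes named were fixed before the data were examined. Of the lists, 27 could be tested, since no mitochondrially encoded gene was in the table. They were tested with camera (limma 3.58.1, preset correlation 0.01), with Benjamini-Hochberg adjustment over 189 tests (27 lists in 7 comparisons). Calls within a list were counted over all genes and again adjusted over the list alone. The tests of TGFbeta genes as sets were adjusted separately, over the 4 set tests of a setting, an adjustment added after seeing the data. Of the 63 list calls, 8 held with an estimated correlation, those of matrix, EMT and fibroblast genes with TGFbeta except EMT regulators in siCtr cells. The genes named are Irf1, the 8 largest rises and 8 largest falls per comparison, up to 3 called members with the smallest adjusted p per list, and 12 EMT genes whatever their p. Largest changes needed a mean of at least 5 CPM in the higher group and, between 2 groups, no overlap of the libraries. Epcam, an EMT gene of the rule, was not among the genes tested. Some genes that the rule gives are not reported here.

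Alternatives fixed beforehand were RLE size factors, no filter on low counts, a stricter filter (2 CPM in at least 3 libraries), DESeq2 1.42.0, a fit of the compared groups alone, the replicate number as a block, leaving out each library in turn, fry or an estimated correlation for lists, and genes with a mean of at least 10 CPM for the correlation of effects. Chosen after seeing the data were removal of a trend with transcript length and GC content, the same with the block, leaving out siIrf1 TGFbeta replicate 2 with siCtr 0 d replicate 1 or 3, the rotation test (fry), and the tests on the precision-weighted TGFbeta effect. The trend was fitted in each library as splines of the deviation of log2 CPM on GC content and log2 gene length. It entered edgeR as offsets. GC content was that of the longest GENCODE M21 transcript, known for 97.9% of genes tested. Gene length was that given in the deposited table.

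Replicate numbers were checked for pairing by correlating the deviations of same-numbered libraries from their group means. Over all groups they did not pair the libraries (8 of 12 correlations over 0.1, range -0.55 to 0.53). Between siIrf1 0 d and siIrf1 TGFbeta all 3 correlations were over 0.1 (0.122 to 0.529). The numbers were therefore taken as pairs there, from the data and not from the labels. Across numbers, siIrf1 0 d replicate 1 correlated with siIrf1 TGFbeta replicate 3 at 0.191, and replicate 3 with replicate 1 at 0.445. With their own numbers, replicates 1 and 3 correlated at 0.122 and 0.404, so that their pairing was not shown. A further token in the sample titles that goes with the replicate number was not used, as its meaning is not given in the sources used here. The fits were tested on simulated data with 200 changed genes. The adjusted p depends on the number of changed genes, so the shares recovered need not hold for the real data. Of genes changed 2-fold and 4-fold, 9 and 71% were recovered for TGFbeta in siCtr cells, 27 and 85% in siIrf1 cells, 27 and 79% for siIrf1 without TGFbeta and 20 and 79% with it.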

Results

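Gene expression was measured by RNA sequencing in a subclone of NMuMG, an epithelial cell line from normal mouse mammary gland that loses its epithelial state when given the cytokine TGFbeta (epithelial-mesenchymal transition, EMT). Cells were transfected with a control siRNA (siCtr) or an siRNA against Irf1 (siIrf1), the mRNA of the transcription factor interferon regulatory factor 1. They were collected 3 d later, either without TGFbeta (0 d) or with TGFbeta at 2 ng/ml for 2 d. The siCtr 0 d group held 2 libraries (replicates 1 and 3), siIrf1 0 d 3 libraries, siCtr TGFbeta 2 libraries (replicates 2 and 3) and siIrf1 TGFbeta 3 libraries. Total counts were 27547649 and 33527413 in siCtr 0 d, and 31231574, 42083732 and 36493752 in siIrf1 0 d. They were 56004347 and 31480679 in siCtr TGFbeta, and 33524404, 67301646 and 32035245 in siIrf1 TGFbeta. Levels below are CPM (counts scaled to the library's effective size by edgeR), given as group means ± SD over these 2 or 3 libraries. Changes are edgeR log2 fold changes ± SE with adjusted p, and "rose" and "fell" are used for an adjusted p under 0.05. The labels do not say that libraries came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.

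Irf1 (Entrez gene 16362, chromosome 11, 53770014 to 53778374 in GRCm38.p6) was lower in every siIrf1 library than in every siCtr library of the same condition. Its level was 148 and 129 CPM in the siCtr 0 d libraries against 56.4, 64.1 and 57.7 CPM in siIrf1 0 d. With TGFbeta it was 106 and 112 CPM in siCtr against 36.5, 46.2 and 41.0 CPM in siIrf1. The fall with the siRNA was -1.22 ± 0.153 without TGFbeta (adjusted p = 7.95e-04) and -1.40 ± 0.153 with it (adjusted p = 3.48e-04), and these did not differ detectably (interaction -0.18 ± 0.219, adjusted p = 0.690). TGFbeta itself left Irf1 uncalled in siCtr cells (-0.34 ± 0.170, adjusted p = 0.146). Irf1 fell with TGFbeta in siIrf1 cells (-0.53 ± 0.139, adjusted p = 0.0211), a call absent without siIrf1 0 d replicate 1 (-0.56), 2 (-0.47) or 3 (-0.55), siCtr TGFbeta replicate 2 (-0.52) or 3 (-0.52), or siIrf1 TGFbeta replicate 1 (-0.44). It also fell in the TGFbeta effect averaged over siRNAs (-0.43 ± 0.110, adjusted p = 0.00991), uncalled without siCtr 0 d replicate 1 (-0.36) or siCtr TGFbeta replicate 2 (-0.37) or 3 (-0.41).

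**Figure D1:**
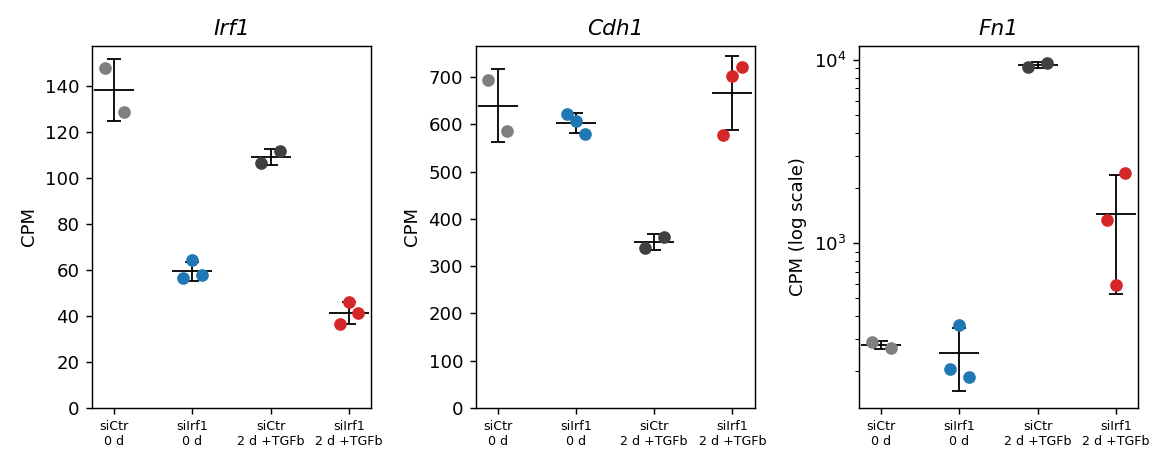
Levels of Irf1, Cdh1 and Fn1 (CPM, log axis for Fn1) in each of the 10 libraries by group, with points for libraries and bars for the group mean ± SD. Irf1 lies between 36.5 and 64.1 CPM in the siIrf1 libraries and between 106 and 148 CPM in the siCtr libraries.

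Principal components of the libraries separated siRNA and TGFbeta, with 47.9% of the variance on the first component and 37.4% on the second. The second parted the siRNAs, with siIrf1 TGFbeta replicate 2 (0.126) nearest to the siCtr libraries (32.8 and above). A GC index described below also differed between the siRNAs. The second component can therefore not be read as an effect of the siRNA alone. Replicates correlated at 0.940 to 0.995 in log CPM across genes. In siIrf1 TGFbeta, replicate 2 correlated less with the others (0.961 and 0.940) than these did with each other (0.983). The 2 libraries of siCtr 0 d, which correlated at 0.9645, cannot be ranked by distance from their group. With each library of the other groups, replicate 1 of siCtr 0 d correlated less than replicate 3 (0.7642 to 0.8867 against 0.8335 to 0.9387). Libraries also differed in how GC content of the transcripts went with level. An index of this, the level of low-GC genes minus that of high-GC genes (log2), was -1.66 and -0.65 in siCtr 0 d, and 0.64, 0.07 and 0.84 in siIrf1 0 d. It was -0.29 and -0.29 in siCtr TGFbeta, and 0.79, -0.39 and 0.98 in siIrf1 TGFbeta. The index was higher in siIrf1 than in siCtr libraries by 1.21 (exact permutation test over all 210 splits of the 10 libraries, two-sided p = 0.0190). The test takes the libraries as exchangeable and keeps neither TGFbeta nor the replicate number apart. With TGFbeta the index was not higher in siIrf1 for replicate 2 (-0.39 against -0.29), but was for replicate 3 (0.98 against -0.29). Because of this difference in index, values "with the length and GC trend removed" are given beside many of the siRNA results below.

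The first comparison asked how cells with normal Irf1 responded to TGFbeta. In siCtr cells TGFbeta raised genes of the extracellular matrix, a list call that held with an estimated correlation (adjusted p = 0.0281). Focal adhesion genes were called up and genes of the cell cycle, cholesterol biosynthesis and glycolysis down with the preset correlation, but none of these 4 lists with an estimated one (adjusted p = 0.0876 to 0.520). Fibronectin (Fn1, gene 14268, chromosome 1, 71585473 to 71653280) rose from 280 ± 13.9 to 9373 ± 342 CPM (5.07 ± 0.616, adjusted p = 1.98e-04). The matrix glycoproteins Tnc (tenascin C, gene 21923, chromosome 4, 63959785 to 64047015) and Fbln2 (fibulin 2, gene 14115, chromosome 6, 91212460 to 91272540) rose by 4.55 ± 0.283 and 5.90 ± 0.243. The adhesion protein Cdh1 (E-cadherin, gene 12550, chromosome 8, 106603350 to 106670247) fell from 640 ± 76.6 to 351 ± 16.4 CPM (-0.87 ± 0.163, adjusted p = 0.00256). Cdh1 was not called without siCtr TGFbeta replicate 2 (-0.73).

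Of 24 extracellular matrix genes tested, 18 rose and 2 fell (18 and 2 adjusted over the list alone, list test adjusted p = 5.86e-16). Collagen VII (Col7a1) rose from 3.09 to 196 CPM and Col1a1 from 0.378 to 15.0 CPM. Among 23 TGFbeta feedback and direct targets 18 rose and 1 fell (19 and 1 adjusted over the list alone, adjusted p = 1.17e-12). They included Ltbp1, which binds latent TGFbeta (4.02 ± 0.213), the inhibitory Smad7 (2.22 ± 0.231) and the transcriptional repressor Bhlhe40 (2.41 ± 0.177). Among 29 focal adhesion and actin genes 22 rose and 1 fell (22 and 1 adjusted over the list alone, adjusted p = 5.88e-10). The fibronectin receptor subunit Itga5 (gene 16402, chromosome 15, 103344286 to 103366791) rose from 15.8 ± 0.956 to 260 ± 14.2 CPM, Itgb3 by 3.34 ± 0.183, and the actin crosslinker Actn1 rose from 431 to 2012 CPM. Of 14 Hippo and YAP targets 7 rose and 1 fell, the same numbers adjusted over the list alone (adjusted p = 0.00148), with Ccn2 at 2.56 ± 0.194 and Ccn1 at 2.76 ± 0.221. With an estimated correlation the matrix list kept its call (adjusted p = 0.0281 with an estimated correlation). The others lost it, with adjusted p = 0.105 with an estimated correlation for feedback genes, 0.0876 for focal adhesion and 0.184 for Hippo targets. With the length and GC trend removed as well, these were 0.0424 for feedback genes, 0.0341 for focal adhesion and 0.175 for Hippo targets.

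Mesenchymal and EMT regulator genes rose in 14 of 18 cases and none was called down (16 and 0 adjusted over the list alone, adjusted p = 1.92e-10, and adjusted p = 0.0521 with an estimated correlation). With the length and GC trend removed as well, the list had adjusted p = 0.0366 with an estimated correlation. The repressor of Cdh1 transcription Snai1 rose from 0.253 to 13.1 CPM (5.73 ± 0.450), Cdh2 (N-cadherin) by 1.87 ± 0.233, and the intermediate filament gene Vim by 0.86 ± 0.192 (adjusted p = 0.00656). Zeb1 rose by 2.07 ± 0.50 (adjusted p = 0.0108), a call absent without siCtr TGFbeta replicate 2 (2.00). Fibroblast and pericyte markers rose in 4 of 5 cases, also adjusted over the list alone (adjusted p = 2.89e-08, and adjusted p = 0.0281 with an estimated correlation). The pericyte receptor Pdgfrb rose at least 399-fold, from 0 counts to 20.7 ± 1.17 CPM. The 32 genes of epithelial junctions and identity split, with 11 up and 11 down (12 and 11 adjusted over the list alone, adjusted p = 0.928). The tight junction genes Ocln and Cldn4 moved apart: Ocln fell by 1.23 on the log2 scale (SE 0.221, uncalled at -0.98 without siCtr TGFbeta replicate 2), and Cldn4 rose from 0.176 to 66.9 CPM. Keratin 18 (Krt18) rose from 3900 to 7549 CPM (0.95 ± 0.201, adjusted p = 0.00499), while the splicing regulator Esrp1 was under 0.5 CPM in siCtr cells and not called (adjusted p = 0.624).

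In the cell cycle and replication list 25 of 36 genes fell and none was called up (27 and 0 adjusted over the list alone, adjusted p = 2.37e-07). The mitotic kinase Aurkb fell from 153 to 45.2 CPM and the survival factor Birc5 from 224 to 67.6 CPM. Of 21 cholesterol biosynthesis genes 12 fell and none was called up (14 fell and 1 rose adjusted over the list alone, adjusted p = 3.88e-04), among them Cyp51 (1986 to 699 CPM) and Insig1 (-1.83 ± 0.207). Of 23 glycolysis and hypoxia genes 12 fell and 3 rose (13 and 3 adjusted over the list alone, adjusted p = 0.00824), with lactate dehydrogenase Ldha at -1.50 ± 0.186 and the oxygen sensor Egln3 at -2.55 ± 0.183. These list calls were lost with adjusted p = 0.242 with an estimated correlation for the cell cycle, 0.282 for cholesterol and 0.520 for glycolysis. The membrane mucin Muc1 (gene 17829, chromosome 3, 89229056 to 89233381) fell from 448 ± 62.1 to 37.0 ± 2.59 CPM (-3.60 ± 0.213, adjusted p = 2.92e-06).

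The largest rises among genes with at least 5 CPM were those of genes close to absent without TGFbeta. The secreted factor Angptl2 rose at least 600-fold (0 counts to 30.2 ± 2.72 CPM), and Dbh, Selp and Lrp4 at least 126-, 118- and 108-fold. The smooth muscle gene Tagln rose 1721-fold (95% counting interval 476 to 14220) and the acetylcholine receptor subunit Chrna1 1467-fold (406 to 12120), each from 2 counts. The protease gene Ctsw rose by 11.27 ± 0.404 (0.0803 to 218 CPM). The largest falls included those of the anion exchanger Slc4a1 (10.6 ± 0.181 CPM to 0, at least 296-fold lower), Cst9 (-6.97 ± 0.575) and the surfactant protein Sftpd (-6.92 ± 0.464). Folds at or near 0 counts use a floor of 3 counts over the group, and their intervals cover counting error only.

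In total 4267 of 13135 genes were called in siCtr cells, 2120 up and 2147 down, of which 3060 changed at least 2-fold. The count was 2297 without siCtr TGFbeta replicate 2 and 2788 without siCtr 0 d replicate 1. It was 3402 up and 1714 down without siCtr 0 d replicate 3, and 1639 up and 1233 down without siCtr TGFbeta replicate 3. Among the lists not called, type I interferon-stimulated genes had 2 up and 12 down of 47, also adjusted over the list alone (adjusted p = 0.0644, or 0.0383 with the replicate number as a block). The latter call was absent with the length and GC trend removed (adjusted p = 0.0597), and without the block the list had adjusted p = 0.437 with an estimated correlation. Immediate early genes had 7 up and 1 down of 15 (7 and 2 adjusted over the list alone, adjusted p = 0.0624, or 0.00652 with the length and GC trend removed and 0.423 with an estimated correlation as well). MHC class I antigen presentation had 2 up and 7 down of 19 in both adjustments (adjusted p = 0.304). The median and mean of a list differed in sign or from its test for mammary luminal genes (0.37 and 0.86, test down), NF-kappaB targets (0.07 and -0.15, test down) and p53 targets (-0.16 and 0.06, test up).

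Apart from fibroblast and pericyte markers, markers of other cell types were not called in siCtr cells, nor were the remaining lists. Basal and myoepithelial markers had 4 up and 2 down of 11 (adjusted p = 0.249), endothelial markers 2 and 2 of 6 (adjusted p = 0.397), and immune cell markers 3 and 1 of 7 (4 and 1 adjusted over the list alone, adjusted p = 0.0764). Adipocyte markers had 1 up of 3 (adjusted p = 0.844) and mammary luminal genes 3 up and 1 down of 8 (adjusted p = 0.928). Id genes and BMP targets had 3 down of 8 (adjusted p = 0.318), with Id2 at -2.38 ± 0.313. Interferon gamma targets had 2 up and 5 down of 24 (adjusted p = 0.300), and the interferon regulatory factor and STAT family 2 and 4 of 19 (adjusted p = 0.487). NF-kappaB targets and chemokines had 5 up and 6 down of 26 (adjusted p = 0.928), p53 targets 4 and 2 of 25 (adjusted p = 0.959), and unfolded protein response genes 4 and 3 of 21 (adjusted p = 0.943). Double-stranded RNA sensing had 1 down of 15 (adjusted p = 0.842), and oxidative stress and heat shock 3 up and 3 down of 17 (adjusted p = 0.279). None of 32 ribosomal protein genes was called by edgeR (adjusted p = 0.468).

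The second comparison asked for the TGFbeta response with Irf1 knocked down. Fn1 rose from 251 ± 95 to 1446 ± 916 CPM (2.53 ± 0.448, adjusted p = 0.00263) and Fbln2 from 6.78 ± 1.35 to 618 ± 56.3 CPM (6.51 ± 0.206). Ltbp1 rose by 4.50 ± 0.179 and Smad7 by 1.86 ± 0.185. Cdh1 was not called in siIrf1 cells (603 ± 20.6 to 667 ± 78.7 CPM, 0.15 ± 0.132, adjusted p = 0.516). Ocln fell by 1.01 on the log2 scale (SE 0.179, adjusted p = 0.00249).

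Extracellular matrix genes rose in 18 of 24 cases and fell in 3 (19 and 3 adjusted over the list alone, adjusted p = 7.30e-16), TGFbeta feedback genes in 18 of 23 and fell in 2, also adjusted over the list alone (adjusted p = 4.14e-16). Their calls had adjusted p = 0.0280 with an estimated correlation and adjusted p = 0.0508 with an estimated correlation, in that order. Of 18 mesenchymal and EMT regulators 12 rose and none was called down (14 and 0 adjusted over the list alone, adjusted p = 2.85e-11, and adjusted p = 0.0298 with an estimated correlation). Snai1 rose by 3.81 ± 0.327 and Vim by 0.71 ± 0.156, while the forkhead factor Foxf2 rose from 9.87 to 72.7 CPM. Cdh2 rose by 0.70 ± 0.185 (adjusted p = 0.0208), a call absent without siIrf1 0 d replicate 1 (0.68) or 3 (0.66) and without siIrf1 TGFbeta replicate 1 (0.61) or 3 (0.58). Zeb1 rose by 1.66 ± 0.402 (adjusted p = 0.0143), a call absent without siIrf1 0 d replicate 1 (1.59) or 3 (1.70) and without siIrf1 TGFbeta replicate 1 (1.45). Fibroblast and pericyte markers rose in 4 of 5 cases in both adjustments (adjusted p = 4.55e-10, and adjusted p = 0.0280 with an estimated correlation). Focal adhesion and actin genes rose in 16 of 29 cases (21 up and 1 down adjusted over the list alone, adjusted p = 3.00e-08, and adjusted p = 0.105 with an estimated correlation). Itga5 rose by 1.98 ± 0.160 and Actn1 by 1.72 ± 0.148. Hippo and YAP targets had 5 up and 1 down of 14 in both adjustments (adjusted p = 0.00492, and adjusted p = 0.191 with an estimated correlation), with Ccn2 at 1.79 ± 0.154.

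Cell cycle genes fell in 16 of 36 cases (23 adjusted over the list alone, adjusted p = 6.67e-05, and adjusted p = 0.326 with an estimated correlation), the mitotic kinase Cdk1 from 335 to 202 CPM (-0.73 ± 0.127). Cholesterol genes fell in 6 of 21 cases (7 adjusted over the list alone, adjusted p = 0.0187, and adjusted p = 0.437 with an estimated correlation), with Cyp51 at -1.04 ± 0.169. Glycolysis and hypoxia genes fell in 6 of 23 cases and rose in 1 (10 and 1 adjusted over the list alone, adjusted p = 0.0203, and adjusted p = 0.555 with an estimated correlation), with Ldha at -1.13 ± 0.151. With the length and GC trend removed 12 cholesterol genes fell, and 13 glycolysis genes fell and 2 rose. With an estimated correlation these lists were not called there either (adjusted p = 0.543 and 0.409). The cholesterol call was absent without siIrf1 TGFbeta replicate 1 (adjusted p = 0.0770), and the glycolysis call without siIrf1 TGFbeta replicate 1 (adjusted p = 0.0564) or 3 (adjusted p = 0.0546). Epithelial junction genes had 8 up and 7 down of 32 (12 and 9 adjusted over the list alone, adjusted p = 0.336). Krt18 and Esrp1 were not called (0.13, adjusted p = 0.643, and 1.40, adjusted p = 0.0790).

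Of the genes with the largest rises (at least 5 CPM), Birc7 and Tmem119 went from 0 counts to levels at least 266- and 228-fold higher, Ctsw rose by 9.65 ± 0.313 and Pdgfrb by 8.77 ± 0.350. The largest falls included Slc4a1 (-7.16 ± 0.265), Sftpd (-5.96 ± 0.340), Cst9 (-5.92 ± 0.380) and Sptssb (46.4 to 0.883 CPM). edgeR called 2799 genes, 1523 up and 1276 down, a balance that turned to 2017 up and 2272 down with the length and GC trend removed. The count was 4289 with the length and GC trend removed and 4873 or 4865 without siIrf1 TGFbeta replicate 2 and siCtr 0 d replicate 1 or 3. List median, mean and test differed in sign for Id genes (0.17 and -0.14, test down), type I interferon-stimulated genes (0.03 and -0.13, test down), oxidative stress genes (0.07 and -0.12, test down) and double-stranded RNA sensing (0.05 and 0.03, test down), none of them called.

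The third comparison, siIrf1 against siCtr without TGFbeta, addressed the role of Irf1 in epithelial cells. Tapasin (Tapbp, gene 21356, chromosome 17, 33919478 to 33929290), which loads peptides on MHC class I, fell from 249 ± 20.0 to 60.3 ± 14.4 CPM (-2.05 ± 0.194, adjusted p = 2.35e-04). The peptide transporter subunit Tap2 fell from 5.06 ± 1.04 to 0.702 ± 0.163 CPM (-2.83 ± 0.276). The interferon-induced Lgals3bp fell from 257 ± 35.2 to 56.0 ± 6.91 CPM (-2.20 ± 0.165), and Muc1 from 448 ± 62.1 to 102 ± 14.2 CPM (-2.13 ± 0.174, adjusted p = 1.51e-04).

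Of 19 MHC class I antigen presentation genes 14 fell and none was called up, also adjusted over the list alone (adjusted p = 1.18e-07, and adjusted p = 0.184 with an estimated correlation). With the length and GC trend removed 11 fell, 10 of them among the 14 (adjusted p = 4.20e-07, and adjusted p = 0.0873 with an estimated correlation). Of 47 type I interferon-stimulated genes 24 fell and 4 rose (27 and 5 adjusted over the list alone, adjusted p = 8.14e-06, and adjusted p = 0.157 with an estimated correlation), and 23 fell and 4 rose with the trend removed (adjusted p = 3.78e-07, and adjusted p = 0.177 with an estimated correlation). The ubiquitin-activating enzyme of ISG15, Uba7, fell by 1.99 on the log2 scale (SE 0.190), and the transcription factors Irf7 and Stat2 fell by 2.14 and 1.37. The interferon regulatory factor and STAT family as a list had 2 up and 6 down of 19 in both adjustments (adjusted p = 0.0693). Interferon gamma targets had 5 up and 4 down of 24 (adjusted p = 0.682), or 4 up and 8 down with the trend removed (adjusted p = 0.496). The guanylate-binding protein Gbp2 fell from 6.19 to 0.873 CPM, and Gbp7 rose by 5.10 ± 0.727, although reads of these close copies may have been split between them.

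Glycolysis and hypoxia genes fell in 12 of 23 cases (15 adjusted over the list alone, adjusted p = 9.76e-04, and adjusted p = 0.436 with an estimated correlation), as did the unfolded protein response (7 down and 1 up of 21 in both adjustments, adjusted p = 0.0106, and adjusted p = 0.198 with an estimated correlation). The glucose transporter Slc2a1 fell from 282 to 124 CPM (-1.18 ± 0.167, or -0.77 with the trend removed), and Chac1 from 90.5 to 20.0 CPM (-2.18 ± 0.238). Of 21 cholesterol genes 11 fell and 2 rose in both adjustments (adjusted p = 0.0314, and adjusted p = 0.483 with an estimated correlation). The cholesterol call was absent without siCtr 0 d replicate 3 (adjusted p = 0.101) or siIrf1 0 d replicate 2 (adjusted p = 0.0751). Of 25 p53 targets and apoptosis genes 10 rose and 1 fell in both adjustments (adjusted p = 0.00403, and adjusted p = 0.110 with an estimated correlation), and 14 rose with the trend removed (adjusted p = 2.40e-07, and adjusted p = 0.0241 with an estimated correlation). The antiproliferative Btg2 rose from 59.2 to 163 CPM, Plk2 from 253 to 565 CPM, and Ccng1 by 2.85 ± 0.328 (1.57 with the trend removed). Fibroblast markers had 2 up of 5 (adjusted p = 0.0187, and adjusted p = 0.191 with an estimated correlation), uncalled without siCtr 0 d replicate 3 (adjusted p = 0.168). Mammary luminal genes had 2 down of 8, Muc1 and the coreceptor Cd14 (adjusted p = 0.0187, and adjusted p = 0.191 with an estimated correlation), and were not called with the trend removed (adjusted p = 0.123).

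Most EMT genes named beforehand were not called without TGFbeta. Cdh1 was at -0.09 ± 0.147 (adjusted p = 0.678), Fn1 at -0.16 ± 0.472 (adjusted p = 0.817), Vim at 0.28 (adjusted p = 0.240), Cdh2 at 0.22 (adjusted p = 0.430), Snai1 at 0.81 (adjusted p = 0.204, called at 1.36 with the length and GC trend removed) and Zeb1 at 0.28 (adjusted p = 0.652). Ocln and Krt18 were uncalled at 0.34 and -0.06, and called in the other direction at -0.81 and 0.46 with the trend removed. Smad7 rose by 0.60 ± 0.207 (adjusted p = 0.0491), and Esrp1, under 0.5 CPM, fell by 1.64 on the log2 scale (SE 0.560, adjusted p = 0.0481). Both calls were fragile: that of Smad7 remained in 2 of 10 leave-outs, without siIrf1 TGFbeta replicate 2 or 3 (0.45 to 0.75 in the others), and that of Esrp1 in 1, without siIrf1 TGFbeta replicate 2 (-1.94 to -1.16 in the others). Fbln2 fell by 2.70 on the log2 scale (SE 0.185) and the calcium-binding S100a4 by 1.87 (SE 0.194). Extracellular matrix genes had 3 up and 6 down of 24 (4 and 8 adjusted over the list alone, adjusted p = 0.267), EMT regulators 5 and 2 of 18 (6 and 2 adjusted over the list alone, adjusted p = 0.796), and epithelial junction genes 2 and 8 of 32 (adjusted p = 0.460). With the trend removed these became 8 up and 6 down, 5 and 5, and 9 and 7, in that order, and none of the 3 lists was called. Cell cycle genes had 7 up and 2 down of 36 (adjusted p = 0.390, median -0.05 and mean 0.50). The proliferation marker Mki67 (gene 17345, chromosome 7, 135689784 to 135716450) rose from 18.6 ± 4.07 to 251 ± 22.5 CPM.

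The largest rises among genes with at least 5 CPM were those of complement factor I (Cfi, 0.0954 to 7.56 CPM, 6.18 ± 0.527), Rgn (4.92 ± 0.423), Fam199x (4.63 ± 0.607), the chromatin remodeller Atrx (4.61 ± 0.630) and Ms4a2 (4.57 ± 0.345). Removing the length and GC trend gave 2.80 for both Fam199x and Atrx and 2.85 for Ms4a2, and left Cfi at 6.05. The largest falls included those of the mucin Muc5b (51.1 to 2.32 CPM), the transcription factor Gata5 (-4.13 ± 0.308), Agt (-3.94 ± 0.361), Orm1 (-3.82 ± 0.315) and Sprr1b (129 to 10.4 CPM). Altogether 2136 genes rose and 2039 fell, 4175 in total. Without siCtr 0 d replicate 1 the total was 1700, without siIrf1 0 d replicate 1 it was 2583, and without siIrf1 0 d replicate 3 it was 2245. Without siCtr 0 d replicate 3, 3042 rose and 1513 fell, so that the even balance of directions depends on that library.

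Direction went with GC content. Genes were sorted into 5 equal groups by GC content. In the lowest group (31.0 to 44.0%) 1229 rose and 28 fell, and in the highest (55.5 to 79.0%) 62 rose and 673 fell. Across genes, log2 fold change and GC content had a Spearman rho of -0.597, and genes are not independent replicates. With the trend removed 2709 of the 4175 genes (64.9%) kept their call, 1419 lost it and 47 were called in the opposite direction. The kept share was 88.6% in the comparison with TGFbeta and 90.7% for TGFbeta in siCtr cells. Ribosomal protein genes had 3 up of 32 (none adjusted over the list alone, adjusted p = 0.459), or 14 up and 1 down with the trend removed (adjusted p = 0.00304, and adjusted p = 0.499 with an estimated correlation).

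**Figure D2:**
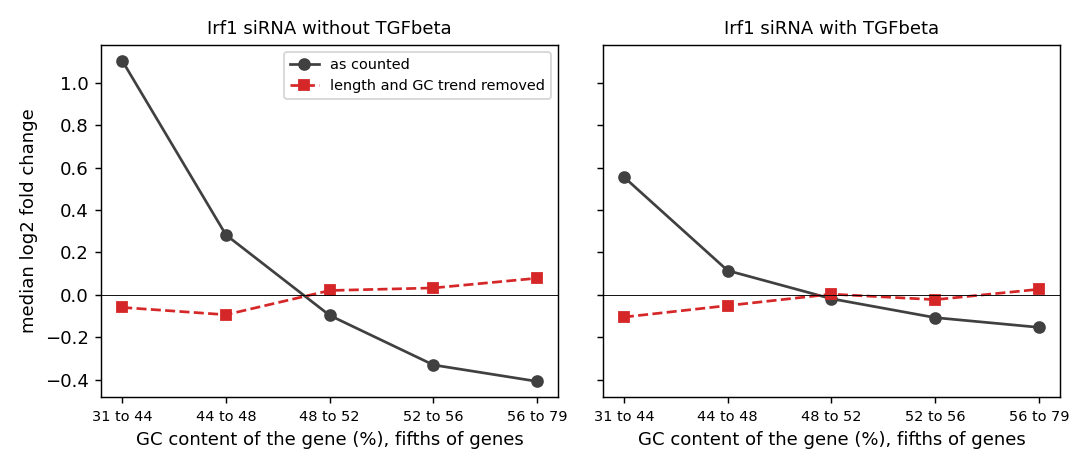
Median log2 fold change of siIrf1 against siCtr (y axis) in 5 equal groups of genes by transcript GC content (x axis), without and with TGFbeta, as counted and with the length and GC trend removed. Without TGFbeta the median runs from 1.11 in the lowest group to -0.41 in the highest as counted, and from -0.06 to 0.08 with the trend removed.

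Other lists were not called without TGFbeta. TGFbeta feedback genes had 5 up and 6 down of 23 (adjusted p = 0.374, median -0.12 and mean 0.00), focal adhesion genes 4 and 6 of 29 (5 and 7 adjusted over the list alone, adjusted p = 0.867, median -0.15 and mean 0.18) and Hippo targets 3 up of 14 (adjusted p = 0.314). NF-kappaB targets had 6 up and 7 down of 26 (8 and 8 adjusted over the list alone, adjusted p = 0.907), immediate early genes 3 and 4 of 15 (adjusted p = 0.583), oxidative stress genes 1 and 5 of 17 (adjusted p = 0.211) and double-stranded RNA sensing 1 and 3 of 15 (adjusted p = 0.837). With the trend removed the balance turned to 7 up and 4 down for focal adhesion genes, 9 and 6 for NF-kappaB targets and 5 and 2 for immediate early genes, all uncalled as lists, and 6 Hippo targets rose. The AP-1 gene Fosl1 fell from 28.4 to 4.84 CPM and the chaperone Hsp90aa1 rose from 58.7 to 374 CPM. Adipocyte markers differed between median and mean (0.04 and -0.01) and so did immune cell markers (-0.47 and 0.68), with 0 and 1 members called.

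The fourth comparison, siIrf1 against siCtr with TGFbeta, addressed the role of Irf1 during EMT. Tnc fell from 1656 ± 54.5 to 195 ± 49.8 CPM (-3.09 ± 0.227, adjusted p = 4.85e-05), Fn1 from 9373 ± 342 to 1446 ± 916 CPM (-2.70 ± 0.477, adjusted p = 0.00459) and Itga5 from 260 ± 14.2 to 43.3 ± 3.57 CPM (-2.59 ± 0.172). Cdh1 was higher, 667 ± 78.7 against 351 ± 16.4 CPM (0.93 ± 0.152, adjusted p = 0.00295), a call absent without siCtr TGFbeta replicate 2 (0.83).

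Of 24 extracellular matrix genes 14 fell and 2 rose, also adjusted over the list alone (adjusted p = 4.55e-10, and adjusted p = 0.0571 with an estimated correlation). Fbln2 fell by 2.08 on the log2 scale and Timp3, an inhibitor of matrix proteases, by 2.89. Focal adhesion and actin genes fell in 9 of 29 cases (11 adjusted over the list alone, adjusted p = 6.44e-05, and adjusted p = 0.198 with an estimated correlation), with Itgb3 at -1.98 ± 0.151. TGFbeta feedback genes fell in 6 of 23 (10 adjusted over the list alone, adjusted p = 0.00102, and adjusted p = 0.330 with an estimated correlation), or 11 down and 2 up with the trend removed (adjusted p = 0.0119, and adjusted p = 0.409 with an estimated correlation), with Ltbp1 at -1.10 ± 0.169. Of 18 EMT regulators 7 fell, also adjusted over the list alone (adjusted p = 0.00673, and adjusted p = 0.261 with an estimated correlation). The chromatin protein Hmga2 fell from 167 to 25.9 CPM and the adhesion molecule Ncam1 by 1.11 on the log2 scale. Cdh2 fell by 0.95 on the log2 scale (adjusted p = 0.0102), uncalled without siCtr TGFbeta replicate 2 (-0.999) or 3 (-1.01). Snai1 fell by 1.11 on the log2 scale (adjusted p = 0.0261), uncalled without siCtr TGFbeta replicate 2 (-0.94) or 3 (-1.35) and without siIrf1 TGFbeta replicate 1 (-1.09) or 3 (-0.92). Krt18 fell by 0.88 on the log2 scale (adjusted p = 0.00839), uncalled without siCtr TGFbeta replicate 2 (-0.92). Not called were Vim (0.12, adjusted p = 0.70), Zeb1 (-0.12, adjusted p = 0.884), Ocln (0.56, adjusted p = 0.0832, called at 0.58 with the replicate number as a block and at 0.55 with DESeq2), Esrp1 (0.13, adjusted p = 0.889) and Smad7 (0.24, adjusted p = 0.479, called at 0.47 with the length and GC trend removed). Epithelial junction genes split 6 up and 6 down of 32 (7 and 6 adjusted over the list alone, adjusted p = 0.856, median 0.10, mean 0.00 and test down).

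MHC class I genes fell in 6 of 19 cases in both adjustments (adjusted p = 0.00219, and adjusted p = 0.348 with an estimated correlation), Tapbp from 187 to 74.8 CPM. Type I interferon-stimulated genes had 4 up and 11 down of 47 (6 and 13 adjusted over the list alone, adjusted p = 0.0534, or 0.0315 with the length and GC trend removed). The latter call was absent with the replicate number as a block (adjusted p = 0.0955) and with an estimated correlation (adjusted p = 0.486). The ubiquitin-like Isg15 fell by 2.30 on the log2 scale and Lgals3bp by 1.13, while the adhesion molecule and NF-kappaB target Icam1 rose by 2.93 ± 0.300. Cell cycle genes rose in 12 of 36 cases (17 adjusted over the list alone, adjusted p = 1.47e-06, and adjusted p = 0.261 with an estimated correlation), or 21 with the trend removed (adjusted p = 6.00e-07, and adjusted p = 0.409 with an estimated correlation), with Bub1 at 8.52 against 41.9 CPM. Immediate early genes fell in 4 of 15 cases in both adjustments (adjusted p = 0.0137, and adjusted p = 0.435 with an estimated correlation), with Fosl1 at 23.9 against 3.65 CPM. That call was absent without siIrf1 TGFbeta replicate 3 (adjusted p = 0.0645) and with the trend removed (adjusted p = 0.158). Glycolysis genes had 2 up and 8 down of 23 (2 and 9 adjusted over the list alone, adjusted p = 0.0284, and adjusted p = 0.573 with an estimated correlation). That call was absent without siCtr TGFbeta replicate 3 (adjusted p = 0.0568), siIrf1 TGFbeta replicate 1 (adjusted p = 0.0588) or 3 (adjusted p = 0.0883), and with the trend removed (adjusted p = 0.0682). Within it Ndrg1 fell from 1001 to 438 CPM and Pdk1 rose by 1.47 ± 0.189.

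The largest rises among genes with at least 5 CPM included those of the complement gene C9 (5.84 ± 0.465), Spp2 (5.82 ± 0.366), Fras1 (5.34 ± 0.560), the chloride channel protein Clic5 (0.262 to 10.0 CPM) and the retinal dehydrogenase Aldh1a1 (2.50 to 82.9 CPM). The largest falls included those of Chrna1 (51.8 to 1.94 CPM), the phosphodiesterase Pde2a (-4.21 ± 0.321), Rufy4 (-4.15 ± 0.468) and the cytokine Il11 (190 ± 34.8 to 12.8 ± 2.52 CPM). edgeR called 2365 genes, 1277 up and 1088 down. Counts were 762 without siCtr TGFbeta replicate 2 (318 up and 444 down), 859 without siCtr TGFbeta replicate 3 (372 up and 487 down) and 1570 without siIrf1 TGFbeta replicate 1. They were 3585 (1721 up and 1864 down) with the length and GC trend removed and 4897 or 4917 without siIrf1 TGFbeta replicate 2 and siCtr 0 d replicate 1 or 3.

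Among lists not called were p53 targets and the unfolded protein response. The p53 targets had 5 up of 25 (adjusted p = 0.0544), or 10 up with the trend removed (adjusted p = 0.00344). The unfolded protein response had 1 up and 4 down of 21 (adjusted p = 0.0625), or 1 and 9 with the trend removed (adjusted p = 0.0346). With the trend removed and an estimated correlation neither was called (adjusted p = 0.0873 and 0.240). Mammary luminal genes had 2 down of 8 (4 adjusted over the list alone, adjusted p = 0.0516). Cholesterol genes had 1 down of 21 (adjusted p = 0.859), interferon gamma targets 6 up and 3 down of 24 (adjusted p = 0.574; 5 and 6 with the trend removed) and NF-kappaB targets 4 and 2 of 26 (adjusted p = 0.464; 9 and 3 with the trend removed). Median, mean and test differed in sign for fibroblast markers (-0.30 and 1.36, test up), the interferon regulatory factor and STAT family (0.05 and 0.14, test down) and double-stranded RNA sensing (0.02 and 0.08, test down).

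**Figure D3:**
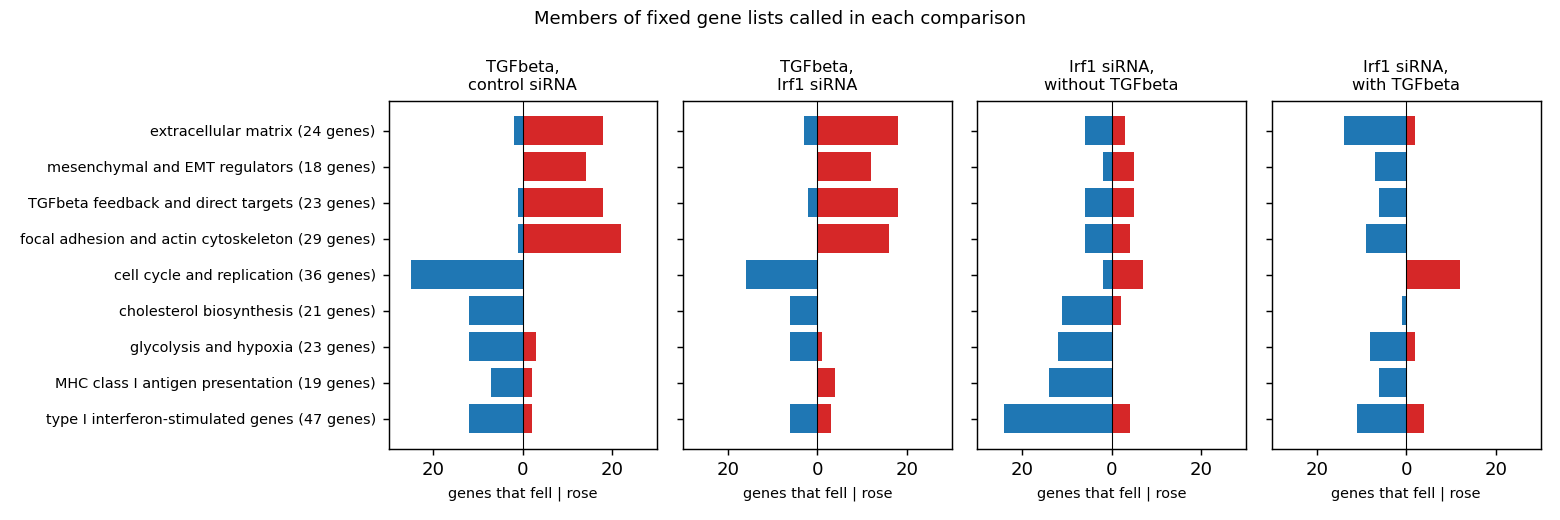
Number of members called lower (left, blue) and higher (right, red) for 9 gene lists in the 4 pairwise comparisons. Extracellular matrix genes rise in 18 of 24 cases with TGFbeta under either siRNA, and 14 are lower in siIrf1 than in siCtr cells with TGFbeta.

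Whether the TGFbeta response differed between siRNAs was tested as an interaction. The response of Tnc, Itga5 and Ccn1 was smaller in siIrf1 cells, by -2.59 ± 0.322 (adjusted p = 0.00242), -2.07 ± 0.248 (adjusted p = 0.00187) and -1.68 ± 0.269 (adjusted p = 0.00769). Muc1, which fell with TGFbeta under both siRNAs, fell less with siIrf1 (2.21 ± 0.252, adjusted p = 0.00160). The interaction of Cdh1 was 1.01 ± 0.209 (adjusted p = 0.0262). It was not called without siCtr 0 d replicate 1 (0.85), siIrf1 0 d replicate 1 (1.03), 2 (1.02) or 3 (0.99), or siCtr TGFbeta replicate 2 (0.88) or 3 (0.99), nor with the replicate number as a block (1.03) or without both siCtr 0 d replicate 1 and siIrf1 TGFbeta replicate 2 (0.79). Fn1 (-2.54 ± 0.682, adjusted p = 0.0752), Snai1 (-1.92, adjusted p = 0.0917), Cdh2 (-1.17, adjusted p = 0.0549) and Krt18 (-0.82, adjusted p = 0.122) were not called by edgeR, but were with DESeq2 (-2.55, -1.95, -1.19 and -0.84) and with the length and GC trend removed (-2.60, -2.31, -1.18 and -1.20). Neither were Ocln (0.22, adjusted p = 0.708), Vim (-0.16, adjusted p = 0.766), Zeb1 (-0.41, adjusted p = 0.763), Smad7 (-0.36, adjusted p = 0.537) and Esrp1 (1.77, adjusted p = 0.245).

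edgeR called 541 genes for the interaction, 368 with a higher and 173 with a lower fold change in siIrf1 cells. The count was 267 without siCtr 0 d replicate 1, 1590 without siCtr 0 d replicate 3, 272 and 279 without siIrf1 0 d replicates 1 and 3, and 122 and 182 without siCtr TGFbeta replicates 2 and 3. It was 1171 with DESeq2, 1243 with the length and GC trend removed and 940 with the replicate number as a block as well. Higher and lower fold changes numbered 396 and 1194 without siCtr 0 d replicate 3, which turns their balance over, and 676 and 567 with the trend removed. With simulated libraries in which 200 genes changed, 1% of genes changed 2-fold and 52% of genes changed 4-fold between the responses were recovered. Most differences of 2-fold were thus not detectable there. The adjusted p depends on the number of changed genes, so these shares need not hold for the real libraries.

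Fold changes of TGFbeta in siCtr and siIrf1 cells correlated at Pearson r = 0.796 across genes, 1069 genes rose in both (245.8 by independent lists) and 1006 fell in both (208.6), and 25 of 2100 shared calls were opposite. The TGFbeta effect was also weighted over both siRNAs by their precision. Its chance error is independent of that of the interaction in a model of unpaired libraries with equal spread. Pairs among the siIrf1 libraries and unequal spread between groups are outside that model. Of 5016 genes called in this weighted effect, 4915 changed in the same direction under both siRNAs. Of the 5016, 3805 (75.9%) changed less in siIrf1 cells, with a median ratio of 0.622. In 20 simulated sets of libraries with equal responses the share was 49.2 to 52.0%, with genes drawn independently of each other. A rotation test of the interaction over the 5016 genes, each signed by its TGFbeta effect, keeps the correlation of genes and gave p = 8.49e-04, and p = 0.00551 with the replicate number as a block. As sets (camera, adjusted over 4 set tests), the interaction was negative over the 2546 genes that rose (adjusted p = 5.79e-10) and positive over the 2470 that fell (adjusted p = 1.43e-24). Both had adjusted p = 0.0223 with an estimated correlation, and adjusted p = 0.105 with an estimated correlation and the replicate number as a block.

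**Figure D4:**
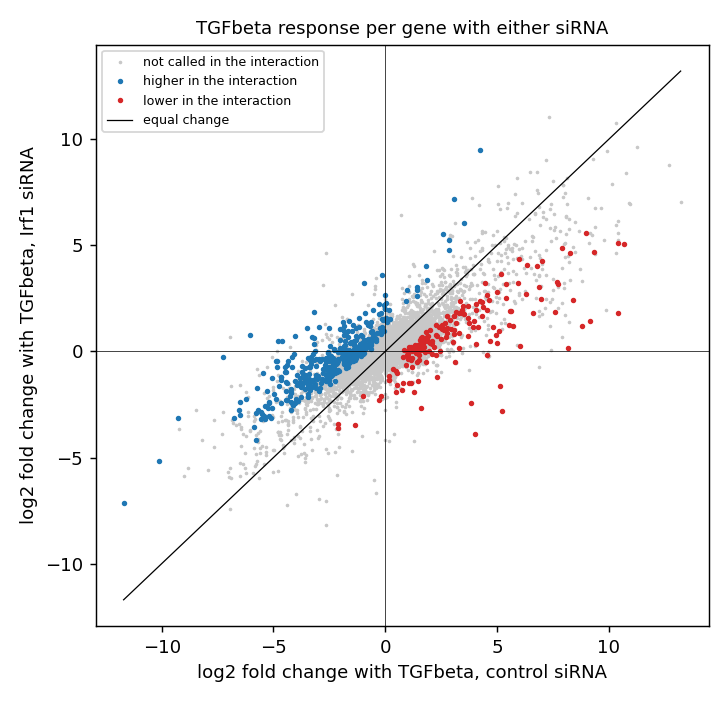
Log2 fold change of TGFbeta in siCtr cells (x axis) and in siIrf1 cells (y axis), with 1 point per gene and a line of equality. The 368 genes with a higher interaction (blue) and the 173 with a lower one (red) are marked; the siCtr libraries enter both the x axis and the interaction.

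The last comparison asked whether Irf1 siRNA acted on the same genes in both conditions and whether these were TGFbeta genes. Fold changes of siIrf1 without and with TGFbeta, which share no library, correlated at Pearson r = 0.566 and Spearman rho = 0.592 across genes. Among called genes 726 rose in both (207.7 by independent lists), 572 fell in both (168.9), and 105 of 1403 were opposite. Tapbp, Tap2, Lgals3bp and Gbp2 were among those that fell in both. The GC index was higher in siIrf1 cells in both conditions, by 1.67 without and 0.755 with TGFbeta. With the length and GC trend removed Pearson r was 0.472, 845 genes rose in both, 928 fell in both and 207 calls were opposite. Averaged over conditions Irf1 siRNA raised 2642 and lowered 2283 genes (4925), and TGFbeta averaged over siRNAs raised 2672 and lowered 2590 (5262). Of the 4925 genes 71.6% kept their call with the length and GC trend removed, and 90 were called in the opposite direction. In test data that held only such a trend, 2041 genes were called for the averaged Irf1 siRNA effect and 1737 for siIrf1 without TGFbeta.

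The averaged effects overlapped in either direction near or above the number from independent lists. Of genes raised by TGFbeta, 564 rose with siIrf1 (537.5 by independent lists) and 673 fell (464.4), and of genes lowered by TGFbeta, 595 rose (521) and 447 fell (450.2). The averaged fold changes correlated at r = -0.152 (rho = 0.0249) with a covariance of -0.182. Libraries simulated without an Irf1 siRNA effect gave r of -3.37e-04 to 0.0820 and a covariance of -1.13e-04 to 0.0284. As sets, neither the genes raised (adjusted p = 0.148) nor those lowered by TGFbeta (adjusted p = 0.428) passed the test of a one-way shift with the averaged Irf1 siRNA effect. With all libraries and equal spread the averaged effects share no error, but with a library left out they do. That shared error may be part of the passes without a library given next. For the raised genes the test passed, downward, without siCtr 0 d replicate 1 (adjusted p = 0.00232), siIrf1 0 d replicate 1 (adjusted p = 0.00605) or 2 (adjusted p = 1.55e-04), siCtr TGFbeta replicate 2 (adjusted p = 4.99e-04) or 3 (adjusted p = 0.0357), or siIrf1 TGFbeta replicate 1 (adjusted p = 0.00432). It passed upward without siCtr 0 d replicate 3 (adjusted p = 1.27e-05). For the lowered genes it passed, upward, without siCtr 0 d replicate 1 (adjusted p = 0.00551) or siCtr TGFbeta replicate 3 (adjusted p = 0.0226), and with the length and GC trend removed (adjusted p = 0.0175).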

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

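Tests of the length and GC trend for all patterns below, the comparison of the GC index between groups, the simulated equal responses, the rotation test and the test of untreated cells by genes that TGFbeta lowers were chosen only after the results were seen; the tests of shared reads, of the spread of level ratios and of other splits were chosen before their values were seen. The genes and lists named first are those whose TGFbeta response differed between siRNAs by the interaction test of edgeR, in which 541 genes were called; the patterns weighed after them include changes in a single comparison.

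Among genes with at least 5 CPM in 1 group or more, the largest interactions upward were those of Cyp21a1 (5.26), Sult1d1 (4.97), Rab3b (4.76), Slc4a1 (4.54), Dio1 (4.47), Gata5 (4.43), Cbln3 (4.41) and Serpina1b (4.13), and downward those of Cyp11a1 (-5.97), Cfi (-5.76), Tagln (-5.62), Chrna1 (-5.33), Pkp1 (-4.64), Pde8a (-4.52), Pde2a (-4.51) and Asic1 (-3.83). Fitted values of Sult1d1 and Slc4a1, with 0 counts in siCtr TGFbeta, and of Tagln, Chrna1, Pkp1 and Pde8a, with 2 counts in siCtr 0 d, depend on the prior count and are no bounds. Cyp21a1, Serpina1b and Oasl2 have close copies in the genome. Dio1, which activates thyroid hormone, fell from 19.9 to 0.690 CPM with TGFbeta in siCtr cells and was at 9.53 and 7.05 CPM in siIrf1 cells. Sult1d1 was called without siCtr 0 d replicate 3 and in no other leave-out (4.68 to 5.12 without the others). Slc4a1 was called only without siCtr 0 d replicate 3, siIrf1 0 d replicate 2 or siIrf1 TGFbeta replicate 3 (4.35 to 4.61 without the others), and Asic1 only without siCtr 0 d replicate 3, siIrf1 0 d replicate 1 or siIrf1 TGFbeta replicate 1 (-4.00 to -2.79 without the others). Pkp1 was not called without siIrf1 0 d replicate 1 or 2 or siCtr TGFbeta replicate 2 or 3 (-4.77 to -4.07).

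Among genes of the lists, called interactions included those of Tnc (-2.59), Itga5 (-2.07), Ccn1 (-1.68), Hmga2 (-2.11), Mcam (-3.74), Muc1 (2.21), Cdh1 (1.01), Cmpk2 (2.63), Oasl2 (4.11), Herpud1 (1.95), Pdk1 (1.97) and Egln3 (1.65). Hmga2 was not called without siCtr 0 d replicate 1 (-2.04), siIrf1 0 d replicate 1 (-2.07), 2 (-2.13) or 3 (-2.12), or siCtr TGFbeta replicate 2 (-2.06) or 3 (-2.30). Cdh1 was not called without the same 6 libraries (0.85, 1.03, 1.02, 0.99, 0.88 and 0.99). Among lists the interaction was negative for focal adhesion genes (4 down of 29, 6 adjusted over the list alone, adjusted p = 4.42e-04), EMT regulators (1 up and 2 down of 18, 2 and 8 adjusted over the list alone, adjusted p = 0.00120), matrix genes (3 down of 24, adjusted p = 0.00323), fibroblast markers (1 down of 5, adjusted p = 0.00743), TGFbeta feedback genes (3 down of 23, 4 adjusted over the list alone, adjusted p = 0.0390) and Hippo targets (1 up and 2 down of 14, 1 and 3 adjusted over the list alone, adjusted p = 0.0417). None of these 6 lists was called with an estimated correlation (adjusted p = 0.183 to 0.520). The interaction was positive for the cell cycle (2 up of 36, 8 adjusted over the list alone, adjusted p = 0.00127), type I interferon genes (3 up of 47, 5 adjusted over the list alone, adjusted p = 0.00573), cholesterol biosynthesis (1 up of 21, 2 adjusted over the list alone, adjusted p = 0.00738) and MHC class I (2 up of 19, adjusted p = 0.0140). None of these 4 was called with an estimated correlation (adjusted p = 0.304 to 0.444). With the length and GC trend removed focal adhesion genes had 10 down, EMT regulators 2 up and 7 down, matrix genes 9 down, feedback genes 5 down, the cell cycle 5 up and type I interferon genes 6 up. Immediate early genes (5 down of 15, adjusted p = 0.00104, and adjusted p = 0.408 with an estimated correlation) and p53 targets (1 up and 2 down of 25, adjusted p = 0.0346, and adjusted p = 0.186 with an estimated correlation) became called. The calls of matrix genes (adjusted p = 0.0666), fibroblast markers (0.154), MHC class I (0.0749) and type I interferon genes (0.154) were absent without siCtr 0 d replicate 3, and that of MHC class I also with the trend removed (0.166). That of feedback genes was absent without siCtr 0 d replicate 3 (0.180), siIrf1 0 d replicate 2 (0.257), siCtr TGFbeta replicate 2 (0.0543) or siIrf1 TGFbeta replicate 1 (0.0553), and that of Hippo targets without siIrf1 0 d replicate 1 (0.0588) or 2 (0.0726) or siIrf1 TGFbeta replicate 1 (0.0565) or 2 (0.0952). With the replicate block feedback genes had adjusted p = 0.0998 and Hippo targets adjusted p = 0.0598. Basal markers (-0.07 and -0.40, test up), interferon gamma targets (-0.02 and 0.07, test up), luminal genes (0.13 and -0.58, test up) and ribosomal genes (0.02 and 0.01, test down) differed between median, mean and test.

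The smaller TGFbeta response with siIrf1 covered 75.9% of the genes called in the weighted TGFbeta effect. Removing the length and GC trend left 74.7%, and chance error shared by choosing and comparing the genes gave at most 52.0% in libraries simulated with independent genes. Chance error correlated between genes was tested by rotation, which gave p = 8.49e-04, and p = 0.00551 with the replicate number as a block, so that the tests argue against trend and chance error as the whole cause. With a block and an estimated correlation, however, the sets of raised and of lowered genes taken apart were not called (adjusted p = 0.105 each). Untreated cells among the siIrf1 cells given TGFbeta would have to make up 58.9% of them to lower the median of 146 genes induced more than 8-fold as far as seen. They would then hold genes lowered by TGFbeta at that share of their level at 0 d or above, but of 86 genes lowered more than 8-fold in siCtr cells (at least 20 CPM in siIrf1 0 d) 49 lay below 0.5 times that share in each siIrf1 TGFbeta library (10th percentile over the 86 genes 6.28%), which argues against such cells as the whole cause. The spread of the siIrf1 to siCtr level ratio over the 146 genes (90th percentile 9.65 times the 10th) decides nothing, since it was 9.75 times at 0 d over the 47 of them with at least 5 CPM there. A dependence of part of the TGFbeta response on Irf1 is a hypothesis that may explain the pattern, and the share was 69.1 to 81.0% without 1 library, and 65.3 and 77.8% without siIrf1 TGFbeta replicate 2 and siCtr 0 d replicate 1 or 3. Equal responses were simulated for all 10 libraries only. With a library left out, error shared by choosing and comparing the genes may move the share. Off-target effects of the siRNA were not tested.

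MHC class I and type I interferon genes, with 66 members in both lists, were lower in siIrf1 cells without TGFbeta by a median of -0.83. The median was -0.62 with the length and GC trend removed, which argues against the trend as the whole cause, and -0.83 over the 44 members outside families of close copies, of which 25 fell, which argues against reads shared between copies. That Irf1 maintains these genes in epithelial cells is a hypothesis consistent with both tests, since Irf1 is known as an activator of such genes. The tests were made on the data in which the pattern was found. Neither the hypothesis on Irf1 nor off-target effects of the siRNA were tested directly for this pattern. Neither list kept its call with an estimated correlation, also not with the trend removed (adjusted p = 0.0873 for MHC class I and 0.177 for type I interferon genes). Interferon gamma targets as a list were not called in this comparison (4 up and 8 down of 24 with the trend removed, adjusted p = 0.496).

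The rise of low-GC genes in siIrf1 cells without TGFbeta cannot be told apart from a GC bias of the libraries. The groups differed in GC index by 1.23 times the largest difference between replicates of a group, which a bias that varies between libraries could give. Of 1229 rises among the genes of lowest GC content 41.5% kept their call with the trend removed, a share between the bounds set for a trend that made all of the rise and for one that made little of it. The siRNA is confounded with the index at 0 d, which keeps the question open. For TGFbeta in siIrf1 cells, with 3 libraries against 3, 1 of the 10 splits, the real one with 2799 genes, gave as many. The highest other split gave 0 by edgeR (24 to 1364 genes at an unadjusted p under 0.05). This held also for the 3 others that part all same-numbered libraries. Each other split put libraries with and without TGFbeta on the same side, so that a TGFbeta effect adds to the spread within sides. The 0 therefore decides nothing, and 10 splits are too few for a share under 0.05.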

How the results depend on the processing

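Removal of the length and GC trend, leaving out 2 libraries at once, and the tests on the precision-weighted TGFbeta effect were chosen after the data were seen. RLE size factors, no filter and the stricter filter left each count of calls within 1.5 times its value, as did a fit of the compared groups alone for the 4 pairwise comparisons it was run for, and DESeq2 for all but the interaction (1171 against 541). Of 608 calls of named genes, RLE kept 606, no filter 597, DESeq2 607, the block 598, trend removal 591 and leaving out a library 525 to 597. Of 63 list calls 8 remained with an estimated correlation and 62 with fry, which called 111. With the trend removed as well, feedback genes passed with an estimated correlation for TGFbeta in siCtr cells (adjusted p = 0.0424), siIrf1 cells (0.0241) and averaged (0.0284). Focal adhesion genes did so in siCtr cells (0.0341) and averaged (0.0383), and EMT regulators in siCtr cells (0.0366). P53 targets passed for siIrf1 without TGFbeta (0.0241) and averaged (0.0269). No list passed there for the interaction or for siIrf1 with TGFbeta. With the trend removed the TGFbeta count in siIrf1 cells was 4289, that of siIrf1 with TGFbeta 3585 and the interaction 1243; the correlation of both Irf1 siRNA effects was 0.472, and genes lowered by TGFbeta passed upward in the averaged Irf1 siRNA effect (unadjusted camera p-value of 0.0132). With the trend removed and the replicate block these were 4266 (TGFbeta in siIrf1 cells), 940 (interaction), 0.463 and 0.00467, in the same order. Without trend removal the correlation was 0.566, or 0.670 for genes of at least 10 CPM. Trend removal, without and with the block, changed the sign of Ocln (-0.81 and -0.83) and Krt18 (0.46 and 0.52) for siIrf1 without TGFbeta. In the averaged Irf1 siRNA effect it changed the sign of Ocln (-0.38 and -0.40) and of Rpl5 (-0.025 and -0.0063). The values of Rpl5 were close to no change. The replicate block gave 3046 against 2799 calls for TGFbeta in siIrf1 cells, where numbers were taken as pairs. It gave 5233 against 4175 for siIrf1 without TGFbeta. Only for replicate 2 did both siIrf1 libraries correlate best with their own number, so that pairing was not shown for replicates 1 and 3. With the block and an estimated correlation the interactions over genes raised and lowered by TGFbeta were no longer called (adjusted p = 0.105 each, unadjusted p = 0.0264 and 0.0523). With the block and the preset correlation, type I interferon genes with TGFbeta in siCtr cells and the IRF and STAT family interaction became called (adjusted p = 0.0383 and 0.0396). With the length and GC trend removed as well, neither was called (adjusted p = 0.0597 and 0.087). The interactions of Hippo targets and TGFbeta feedback genes ceased to be called with the block (adjusted p = 0.0598 and 0.0998). Both were called with the block and the trend removed (adjusted p = 0.0247 and 0.0289). No other list call changed with the block and the preset correlation. Without siIrf1 TGFbeta replicate 2 and siCtr 0 d replicate 1, TGFbeta in siIrf1 cells called 4873 genes, siIrf1 with TGFbeta 4897, and the share of smaller responses was 65.3%. With siCtr 0 d replicate 3 left out in place of replicate 1 these were 4865, 4917 and 77.8%, TGFbeta in siCtr cells called 6561 genes and the interaction 2624, and genes raised by TGFbeta passed upward and genes lowered downward in the averaged Irf1 siRNA effect (both reversed, unadjusted camera p-values of 2.25e-12 and 0.00126). Leaving out a library in turn gave 2297 to 5159 calls for TGFbeta in siCtr cells, 1957 to 3300 in siIrf1 cells, 1700 to 5192 for siIrf1 without and 762 to 2978 with TGFbeta, 122 to 1590 for the interaction and 3250 to 6272 for the averaged Irf1 siRNA effect. The correlation ran from 0.495 to 0.608, the share of smaller responses from 69.1 to 81.0%, the unadjusted camera p-value for genes raised by TGFbeta in the averaged Irf1 siRNA effect from 9.57e-06 (reversed, without siCtr 0 d replicate 3) to 0.172, and for genes lowered from 0.00551 to 0.447. A group left with 1 library was assumed to vary like the others. Fewer libraries enter these fits, and error shared by the effects compared may move the share and the set tests. Otherwise the cause was not tested. Depth was at least 27547649 counts. In data simulated with these libraries and 200 changed genes, 1% of 2-fold interactions were found. Other depths and numbers of libraries were not simulated.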

Other observations

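The tests of TGFbeta genes as sets in the comparisons without and with TGFbeta were chosen only after the data were seen. Among genes of the oxidative stress list, Gclc and Nqo1 fell with TGFbeta under both siRNAs. The catalytic subunit of glutamate-cysteine ligase, Gclc, fell from 673 ± 24.1 to 97.8 ± 0.131 CPM in siCtr cells (-2.78 ± 0.168, adjusted p = 3.20e-06) and from 604 ± 69.3 to 106 ± 8.38 CPM in siIrf1 cells (-2.51 ± 0.136, adjusted p = 2.00e-06). The quinone reductase Nqo1 fell from 68.0 ± 16.7 to 3.69 ± 0.382 CPM in siCtr cells (-4.21 ± 0.279) and from 65.0 ± 13.4 to 12.3 ± 0.765 CPM in siIrf1 cells (-2.40 ± 0.208). The glutathione transferase copies Gsta1 and Gsta2, whose reads may be split between them, fell in siIrf1 cells by 5.29 and 5.28 on the log2 scale. The list of oxidative stress and heat shock genes that holds Gclc and Nqo1 was not called as a whole in either case (adjusted p = 0.279 and 0.286).

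Aldh1a1, Cyp2c65, Cyp2c66 and Ugt2b36 were among the 8 largest rises of genes with at least 5 CPM in siIrf1 against siCtr cells with TGFbeta. The retinal dehydrogenase Aldh1a1 was at 104 and 493 CPM in siCtr and siIrf1 cells at 0 d, and at 2.50 and 82.9 CPM with TGFbeta (5.05 ± 0.301, adjusted p = 2.86e-05). The cytochrome P450 genes Cyp2c65 and Cyp2c66 rose by 5.65 ± 0.657 and 4.75 ± 0.577 and the glucuronosyltransferase Ugt2b36 by 5.26 ± 0.501, all of them members of families of close copies. In siIrf1 cells at 0 d the mitotic genes Cenpe (3.31 to 61.5 CPM, 4.21 ± 0.657) and Bub1 (6.86 to 45.8 CPM, 2.74 ± 0.388) rose together with Mki67, while 27 of 36 cell cycle genes were not called. With the length and GC trend removed the values were 3.00 for Cenpe, 1.43 for Bub1 and 3.24 for Mki67. With TGFbeta the chemokine Ccl20 was higher in siIrf1 cells (4.19 ± 0.428, adjusted p = 2.79e-04), and Vcam1 rose from 2.46 to 22.9 CPM and Irf8 by 3.34 ± 0.423, while the interferon gamma target Gbp2 and the MHC class I gene Tap2 fell by 2.94 and 1.85 on the log2 scale.

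The genes raised by TGFbeta were as a set lower in siIrf1 cells with TGFbeta (622 fell and 210 rose of 2672, adjusted p = 6.87e-10, and adjusted p = 0.0666 with an estimated correlation) and those lowered were higher (575 rose and 130 fell of 2590, adjusted p = 8.01e-09, and adjusted p = 0.192 with an estimated correlation), in libraries that also chose the sets. Without TGFbeta the lowered set was lower (292 rose and 629 fell, adjusted p = 3.43e-04, and adjusted p = 0.350 with an estimated correlation), and the raised set was not called (adjusted p = 0.0844). The libraries without TGFbeta had also entered the choice of the sets, so that shared error may be part of this result.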
